A study of Homo sapiens with 6 samples.

How the data were processed

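The deposited file holds raw counts per gene symbol for 6 libraries, 3 ABEmax and 3 control, with 26475 rows. Per the submitters' processing notes, the authors used STAR, GATK 3.8.1 and Picard 2.7 with the build GRCh38 (hg38); the roles of these tools, the counter, its strand setting and the gene annotation are not given in the sources used here. Per the labels' protocols, libraries were made with a stranded total RNA kit. Reads of a gene and of an overlapping or antisense gene, and of near-identical copies, may therefore have been divided in ways that cannot be seen in the counts.

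Groups were taken from the sample titles. Genes were kept with edgeR's filterByExpr (minimum count 10, minimum total count 15), scaled by TMM and tested with edgeR 4.0.16 quasi-likelihood F-tests under R 4.3.3, two-sided, with group as the only term and Benjamini-Hochberg adjustment over 17605 genes. Log2 fold changes are ABEmax minus control, and standard errors are the fold change divided by the square root of F. The biological coefficient of variation was 0.155. Lists of genes were fixed before the data were examined, as were the tests, the other settings listed here and the rule for named genes. The 31 lists with at least 5 tested members were tested with camera in limma 3.58.1 on log2 CPM (prior count 2) with a preset correlation of 0.01, and also with an estimated correlation and with fry. Fry's directional p tests whether the genes of a list move one way on balance and compares them with no other genes.

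Genes were named by a fixed rule: the 10 largest increases and decreases among genes past the threshold with an average log2 CPM of at least 2 and no overlap between the groups, up to 3 members of each list past camera, 1 member of every other list, 4 deaminase genes and the 5 smallest p-values. A gene chosen by this rule is not reported here. A part of the rule on the neighbourhood of the guide's match was not analysed here. NEFM was named because it was the single lower member of its list, after its values were seen. Symbols were matched to GENCODE 29 (GRCh38), 23899 directly and 681 through another symbol, 92.84% of rows; coordinates are from that annotation, which may differ from the authors'.

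The other settings were size factors of DESeq2 in edgeR, total counts alone, no filter, a filter of at least 1 CPM in 3 samples, DESeq2 1.42.0, limma-voom, the replicate number as a block, each library left out, and an adjusted p of 0.01. The replicate numbers come from the sample titles. Same-numbered libraries deviated together from their group means (correlations 0.186, 0.229 and 0.221), so the numbers were taken to pair the samples. Correlations between differently numbered libraries ran from -0.235 to 0.078. The main tests, fixed beforehand, leave this pairing out, and it enters only as the replicate block.

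A search for sequence shared with the transfected editor was added after the data were examined. The coding sequences of the TadA pair (1149 nt) and of EGFP (717 nt) were entered from general knowledge, and neither comes from the labels or the deposited file; the plasmids used may differ from them. EGFP was tried first and TadA second, and the minimum of 16 nt was chosen after fold changes had been seen by match length, so minimum lengths from 14 to 18 nt are all given. The longest exact match on either strand was found with Python 3.11.15 and Biopython 1.88 in GENCODE 29 transcripts and compared with 100 codon-shuffled versions of each sequence. Other parts of the plasmids were not searched. For background reads in silent genes, 378 olfactory receptor genes were measured both by summed CPM and by the number of genes with a count; summed CPM was the measure first set for this check, and the number of genes with a count was brought in after both had been seen. The 2 measures ranked the libraries differently, and both are reported. For RNA of another cell type, the summed marker lists were the measure first set; ALB against NEFM was brought in after values had been seen, and both are reported.

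The scripts were tested on simulated data. In 200 genes, and in the 31 proteasome genes as a list, known folds were planted in counts drawn from the means and library sizes of the ABEmax and control comparison, over 17366 genes. Of the 200, 196 passed the filter; 31 of 67 (46.3%) were recovered at a fold of 1.5, 52 of 65 (80%) at a fold of 2 and 62 of 64 (96.9%) at a fold of 4. Of 186 calls, 26 were proteasome genes and 15 were false. Far fewer genes were changed there than passed in the real data, where 34.89% of those tested did. Neither a deviating library nor a replicate effect was planted. Recovery and the share of false calls may therefore differ in the real data. The match search gave the right answer for 200 of 200 sequences, 100 of them with a planted stretch. Intervals on counts cover counting error only. Figures were drawn with matplotlib 3.10.9.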

Results

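Gene expression was measured by total RNA sequencing in HEK293T, a human embryonic kidney line that carries the SV40 large T antigen. All cells received the guide RNA for HEK site 2, and cells in the top 5% of GFP signal were sorted. The 3 ABEmax libraries came from cells given ABEmax, an adenine base editor in which a pair of TadA deaminase domains is joined to a Cas9 nickase, linked to EGFP. The 3 control libraries came from cells given the nickase with its linker and nuclear localisation signals, linked to EGFP, without the deaminase. The labels number the replicates but do not say that they were separate cultures, so the p-values measure the spread between these samples, which may be technical. Control libraries held 38714084, 28402324 and 25273678 counts for replicates 1, 2 and 3, and ABEmax libraries 28657692, 24724232 and 20823779. No pair of libraries agreed within sampling noise, since the lowest chi-square per degree of freedom between any pair was 11.5.

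The comparison asked which transcripts differ in level when the deaminase is present. All 23 tested genes of a heat shock and chaperone list rose in the ABEmax cells. So did 31 of 32 genes listed as targets of the stress transcription factor ATF4, and 37 of 71 nuclear genes of oxidative phosphorylation fell. None of these lists passed camera with an estimated correlation (adjusted p 0.629, 0.653 and 0.698). With 3 libraries per group that test can miss a list that moved. HSPA1A, an inducible cytosolic chaperone, was at 1.65 ± 0.418 CPM (SD, n = 3) in control and 62.8 ± 5.55 CPM (SD, n = 3) in ABEmax. PLXNC1, a semaphorin receptor, fell from 104.3 ± 8.64 to 10.6 ± 1.01 CPM (SD, n = 3 each). Of 17605 genes tested with edgeR's quasi-likelihood test, 6143 passed a Benjamini-Hochberg adjusted p of 0.05, 3282 higher and 2861 lower in ABEmax. Changes of at least 2-fold were found for 1150 genes, 923 higher and 227 lower; the lower ones were 119 without ABEmax replicate 1 and 130 without ABEmax replicate 2, and the counts were 780 higher and 397 lower with total counts alone and 726 and 147 with a filter of 1 CPM. The CPM ranges of the groups did not overlap for 8587 genes, 48.78% of those tested, where chance gives 10% if all libraries are exchangeable. That chance share does not hold if labels can be swapped only within same-numbered pairs. The split depended on the scaling: with total counts alone, 2304 genes were higher and 4649 lower, and the median log2 fold change of all genes moved from -0.02 to -0.14.

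All 23 tested genes of the heat shock and chaperone list rose, with a median log2 fold change of 1.35. All 23 also passed when adjusted over the list alone. The list includes the transcription factor HSF1, whose transcripts match the TadA sequence over 16 nt, and not all of its members are cytosolic chaperones. HSPA1A rose by a log2 fold change of 5.27 ± 0.16 (SE; adjusted p 5.574e-08) and CRYAB, a small heat shock protein, by 5.19 ± 0.14 (adjusted p 3.488e-08). HSPA1B went from 291 ± 15.4 to 2913 ± 324 CPM (SD, n = 3 each). HSPA1A and HSPA1B are nearly identical in sequence, and the way the authors' counting divided reads between them is not given in the sources used here, so their separate levels are uncertain. The list moved as a set in camera with a preset correlation (adjusted p 5.537e-17), and this call was lost with an estimated correlation (adjusted p 0.629). Its unadjusted camera p with the estimated correlation was 0.0215, the lowest of the 31 lists. That correlation is estimated from few libraries, so the test can miss a list that moved, and a loss there does not decide the question. Of the 31 lists tested, 8 passed with the preset and 0 with an estimated correlation. The preset test called between 5 and 13 lists for the other splits of the 6 libraries into 3 and 3. Those splits mix the groups unevenly, so part of the group difference stays in them and their counts do not measure false calls. Of 32 genes in the list of ATF4 targets, which includes ATF4 itself, 31 rose and the median log2 fold change was 1.04. Adjusted over the list alone, 32 passed. TRIB3, a pseudokinase induced in stress, rose from 44.7 ± 6.34 to 198.9 ± 8.16 CPM (SD, n = 3 each; adjusted p 1.427e-06). PPP1R15A, which directs dephosphorylation of eIF2 alpha, rose by a log2 fold change of 1.86 ± 0.07 (SE) and the transcription factor CEBPB by 1.76 ± 0.09. The camera adjusted p of this list was 4.204e-16 with the preset and 0.653 with an estimated correlation.

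Of 33 immediate early genes, 17 rose and 3 fell, with a median log2 fold change of 0.43; adjusted over the list alone, 19 rose and 3 fell. EGR3, a zinc finger transcription factor, rose from 3.73 ± 0.94 to 33.2 ± 1.31 CPM (SD, n = 3 each), and the phosphatase gene DUSP1 from 49.8 ± 2.11 to 197 ± 33.6 CPM. IER5 rose by a log2 fold change of 1.07 ± 0.07 (SE; adjusted p 1.054e-05). The list's camera adjusted p was 5.794e-04 with the preset and 0.629 with an estimated correlation. Among 26 genes of the unfolded protein response of the endoplasmic reticulum, 10 rose and 1 fell, also when adjusted over the list alone. HSPA5, the chaperone BiP, rose from 215.6 ± 18.3 to 496 ± 48.5 CPM (SD, n = 3 each), HERPUD1 rose by a log2 fold change of 1.07 ± 0.07 (SE) and XBP1 by 1.12 ± 0.12. The camera adjusted p was 0.0230 with the preset, 0.908 with an estimated correlation and 0.1025 without control replicate 3. Of 24 autophagy and lysosome genes, 12 rose and 1 fell, and adjusted over the list alone 12 rose and 2 fell. SQSTM1, an autophagy receptor, rose by a log2 fold change of 0.94 ± 0.07 (SE), ULK1 by 0.52 ± 0.08 and CTSD by 0.52 ± 0.07. The camera adjusted p was 0.0219 with the preset, 0.810 with an estimated correlation and 0.0542 without control replicate 3.

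Of 71 nuclear genes of oxidative phosphorylation, 37 fell, none rose and 34 did not pass; adjusted over the list alone, 39 fell. The median log2 fold change was -0.25. NDUFB3, a subunit of complex I, fell from 44.1 ± 1.87 to 23.7 ± 1.79 CPM (SD, n = 3 each; adjusted p 8.207e-05). NDUFC1 fell by 0.84 ± 0.07 (SE) on the log2 scale and NDUFA1 fell by 0.68 ± 0.07. The camera adjusted p was 1.254e-07 with the preset and 0.698 with an estimated correlation. Among 39 DNA repair genes, 10 fell and 4 rose, adjusted over the list alone 11 fell and 5 rose, and with the replicate block 18 fell and 5 rose. PCNA, the sliding clamp of replication, fell from 230.9 ± 26.1 to 121 ± 8.93 CPM (SD, n = 3 each; adjusted p 1.622e-04). RPA3 fell by 0.68 ± 0.08 (SE) on the log2 scale and PARP1 fell by 0.48 ± 0.09. The camera adjusted p of this list was 0.0230 with the preset, 0.908 with an estimated correlation, 0.0942 without control replicate 1 and 0.1105 without ABEmax replicate 3, and fry gave 0.1242. Of 37 splicing regulators, 14 fell and 4 rose, adjusted over the list alone 14 fell and 5 rose, and without replicate 3 of both groups 15 fell and 7 rose. SRSF5 fell by 0.78 ± 0.10 (SE) on the log2 scale, SRSF2 fell by 0.62 ± 0.07 and HNRNPA3 fell by 0.56 ± 0.08. The camera adjusted p was 0.0358 with the preset, 0.924 with an estimated correlation, 0.1254 without control replicate 1, 0.258 without ABEmax replicate 3 and 0.0557 without genes matching the construct, and fry gave 0.144.

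**Figure D1:**
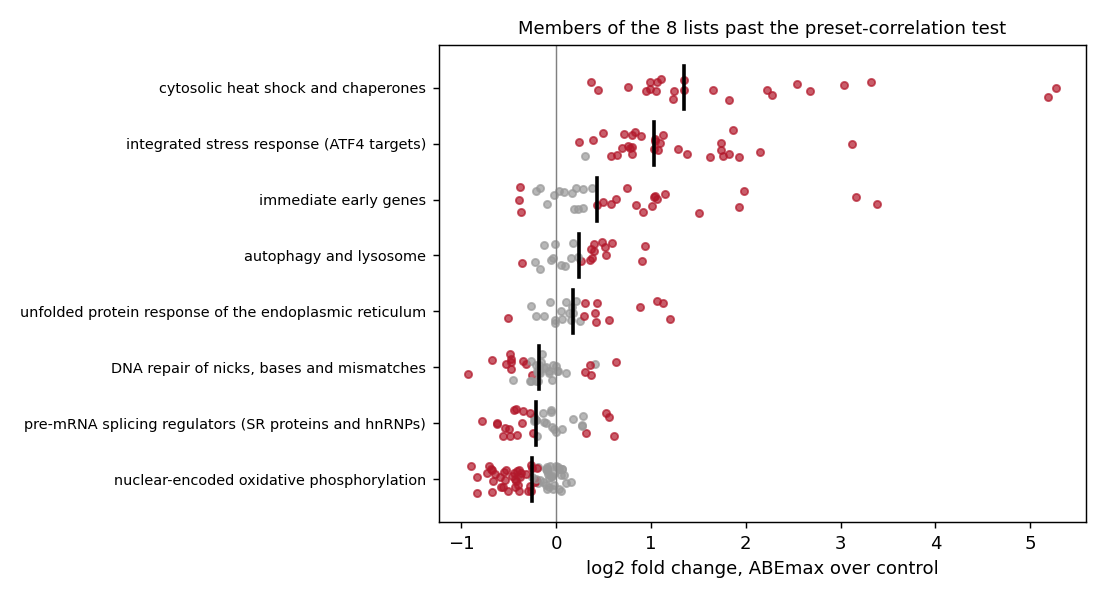
Log2 fold change (ABEmax over control, 3 libraries each) of each tested member of the 8 lists that passed camera with a preset correlation, with a point per gene, red where the edgeR adjusted p was under 0.05 and grey otherwise, and a black bar at the list's median. The medians run from -0.25 for oxidative phosphorylation to 1.35 for heat shock and chaperone genes.

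Of the endogenous adenosine deaminases acting on RNA, ADAR and ADARB1 did not pass the test. ADAR was at 313 ± 15.0 CPM in control and 340 ± 14.1 CPM in ABEmax (SD, n = 3 each; adjusted p 0.235), and its log2 fold change of 0.12 became -0.0049 with total counts alone. ADARB1 had a log2 fold change of -0.09 ± 0.16 (SE; adjusted p 0.691), which became 0.13 without control replicate 3. The subunits of the tRNA deaminase rose, ADAT2 by a log2 fold change of 0.55 ± 0.08 (SE; adjusted p 0.00121) and ADAT3 by 0.99 ± 0.11 (adjusted p 2.118e-04). Among 21 genes of adenosine deamination and inosine handling, 5 rose and 3 fell, or 5 and 5 with the replicate block (adjusted p 0.669 by camera and 0.0122 upward by fry), and CECR1, which encodes an extracellular adenosine deaminase, rose by 0.95 ± 0.07. Of 24 genes known as substrates of recoding by A-to-I editing, 6 rose and 2 fell (camera adjusted p 0.478). UBE2O, a ubiquitin-conjugating enzyme on that list, rose by a log2 fold change of 0.63 ± 0.08 (SE). Editing itself was not analysed here. Of 33 interferon and antiviral genes, 6 rose and 2 fell (camera adjusted p 0.704). IRF7, a transcription factor of that response, rose from 2.16 ± 0.28 to 11.6 ± 3.46 CPM (SD, n = 3 each).

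The remaining lists did not pass camera with the preset correlation, and single members of each passed the edgeR test. Fry, which compares a list with no other genes, gave adjusted p of 0.0089 upward for oxidative stress, 0.0089 downward for Notch, Wnt and TGF-beta targets, 0.0138 upward for NF-kB and inflammatory cytokines, 0.0089 upward for blood cell markers and 0.0385 upward for the HEK293 genes. HMOX1, heme oxygenase, rose from 72.5 ± 7.91 to 305 ± 9.09 CPM (SD, n = 3 each) in the list of oxidative stress genes, where 7 of 20 rose and 3 fell (camera adjusted p 0.143). LDHA, lactate dehydrogenase, fell by 0.88 ± 0.08 (SE) on the log2 scale; it stands in the list of glycolysis and hypoxia, where 5 of 31 rose and 3 fell (5 and 7 with the replicate block, 4 and 7 without replicate 3 of both groups, and 4 and 2 adjusted over the list alone), and in that of ribosome biogenesis and MYC targets, where 5 of 34 rose and 8 fell. The linker histone gene HIST1H1D fell by 1.41 ± 0.09 on the log2 scale, while 6 of 35 replication-dependent histone genes rose and 6 fell. Of 28 p53 targets, 7 rose and 6 fell, and GADD45A rose by a log2 fold change of 0.88 ± 0.12. Of 29 G1/S genes, 5 rose and 6 fell (3 and 5 without control replicate 3); MCM5, a subunit of the replicative helicase, rose by 2.04 ± 0.11, and its transcripts share an exact match of 16 nt with the TadA coding sequence. Of 32 G2/M genes, 4 rose and 8 fell, and the spindle gene DLGAP5 fell by 0.58 ± 0.08 on the log2 scale. Of 75 cytosolic ribosomal protein genes, 4 rose and 3 fell (8 and 5 with the replicate block, 2 and 2 without control replicate 3, 1 and 5 without replicate 3 of both groups), and adjusted over the list alone 0 rose and 1 fell, with RPS26 down by a log2 fold change of -0.52, and the direction of this list reversed with total counts alone.

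In the cholesterol synthesis list, 3 of 25 genes rose and 7 fell, adjusted over the list alone 3 rose and 10 fell, and with the replicate block 4 rose and 12 fell. Its camera adjusted p was 0.244, and it passed downward without ABEmax replicate 3 (0.0163) and without replicate 3 of both groups (0.0375). Among 14 genes of NF-kB and inflammatory cytokines, 5 rose and 1 fell, and the chemokine gene CXCL2 went from 0.373 ± 0.033 to 1.69 ± 0.22 CPM (SD, n = 3 each). Of 31 proteasome genes, 7 rose and 3 fell (13 and 4 with the replicate block), and PSMA3 fell by 0.49 ± 0.08 (SE) on the log2 scale; this list passed camera upward without control replicate 1 (adjusted p 0.0482) and without ABEmax replicate 3 (0.0454). Of 24 Notch, Wnt and TGF-beta targets, 2 rose and 7 fell (4 and 10 with the replicate block), and ID2 fell by 0.44 ± 0.07. Of 16 nonsense-mediated decay factors, 4 rose and 1 fell, and DHX34 rose by a log2 fold change of 0.59 ± 0.07. Among 17 small nucleolar RNA host and related genes, 8 rose and 2 fell (3 and 2 without control replicate 3), and SNHG3 fell by 0.88 ± 0.09 on the log2 scale. Of 10 nuclear-retained noncoding RNAs, 3 fell and none rose (5 fell with the replicate block), and TUG1 fell by 0.63 ± 0.08. Of 16 small structural noncoding RNAs, 1 rose and 1 fell (4 and 1 with the replicate block), and VTRNA1-1, a vault RNA, rose from 1.08 ± 0.16 to 3.64 ± 1.04 CPM (SD, n = 3 each). The median and the direction of the camera test had opposite signs for p53 targets, G1/S genes, histones, inosine handling, nonsense-mediated decay, hepatocyte markers and blood cell markers, and the mean and the test for p53 targets, histones, cholesterol synthesis, glycolysis and recoding substrates. Mitochondrially encoded genes were not analysed here.

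The largest increases were in genes with few counts in control. CCDC42, a coiled-coil protein gene on chromosome 17 (GRCh38, 8729934 to 8745219), went from 0.332 ± 0.067 to 101 ± 12.7 CPM (SD, n = 3 each). ST6GALNAC5, a sialyltransferase gene on chromosome 1 (76867441 to 77065711), went from 1.15 ± 0.20 to 344 ± 21.5 CPM. GPR17, UTS2 and REG4 rose by log2 fold changes of 8.14, 7.34 and 7.29, the pseudogene CYP4F30P went from 4 to 850 counts over the 3 libraries of each group, and the uncharacterised LOC284865 and LOC101928295 rose by 7.93 and 7.26. LINC01571 had 1 count in the control libraries together and 1545 in the ABEmax libraries, a ratio of 2093 with an exact counting interval from 375 to 82720 at 95%. Several of these folds depended on control replicate 3, which held all control counts of CYP4F30P and LINC01571. Without it GPR17 rose by 9.20, LOC101928295 by 9.06 and REG4 by 7.88, and LOC284865 rose by 8.57 without control replicate 2. The smallest p-values also included MSANTD1 (log2 fold change 7.01), FRMD4A (5.81) and ZNF202 (5.95). The longest exact match between the transcripts and the TadA coding sequence was 17 nt for ST6GALNAC5, 18 nt for FRMD4A and ZNF202, 15 nt for GPR17 and REG4, 14 nt for MSANTD1 and 12 nt for UTS2 and CYP4F30P, while none of 12 nt or more was found for LINC01571 and CCDC42. Among the 16965 tested genes with transcripts in the annotation, 213 rose at least 8-fold; they made up 1.08% of genes without a match of 12 nt and 47.83% of the 23 genes with a match of 17 nt or more. Without genes matching the TadA or EGFP sequence by 16 nt or more, a choice made after seeing the data, 6020 genes passed, 3219 higher and 2801 lower.

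**Figure D2:**
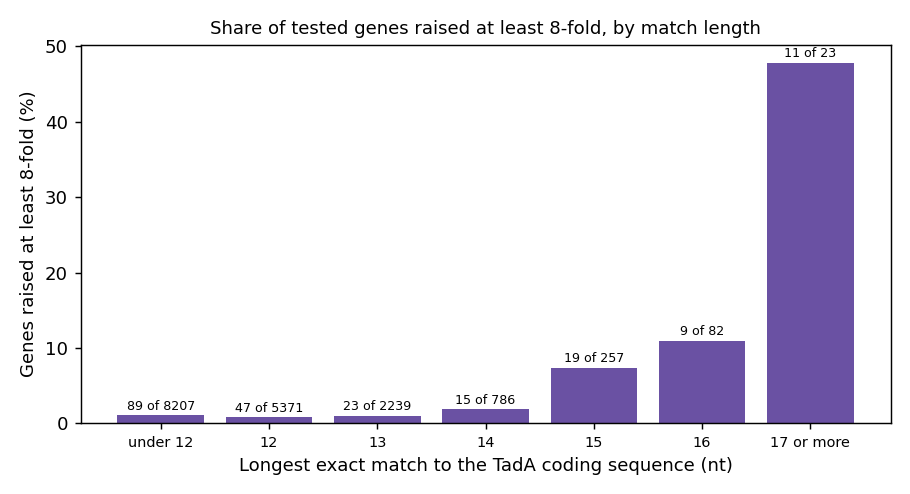
Percent of tested genes that rose at least 8-fold in ABEmax (edgeR adjusted p under 0.05), by the length in nt of the longest exact match, on either strand, between their annotated transcripts and the TadA coding sequence; numbers over the bars are genes raised of genes in the class. The share is 1.03% at 13 nt, 7.39% at 15 nt and 47.83% at 17 nt or more.

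PEAR1, a receptor of the EGF repeat family on chromosome 1 (156893698 to 156916434), fell from 20.96 ± 2.58 to 0.445 ± 0.101 CPM (SD, n = 3 each; adjusted p 1.210e-07). PAX1, RBPJL and TOR4A fell by 3.20 ± 0.34, 2.08 ± 0.18 and 1.42 ± 0.17 (SE) on the log2 scale. TMC8 fell from 82.1 ± 11.8 to 29.01 ± 1.21 CPM (SD, n = 3 each). PLA2G7, IL18R1, LRRC45 and PGBD2 had log2 fold changes of -3.78, -2.71, -2.51 and -1.62, and these rested on control replicate 3. Without that library they were -0.52 (adjusted p 0.0720), -0.48 (0.0986), -0.59 (0.00406) and -0.63 (0.0671). Each of these 4 also missed the threshold when any of the ABEmax libraries was left out, with adjusted p between 0.0799 and 0.173, while the log2 fold changes stayed between -3.72 and -3.81 for PLA2G7, -2.64 and -2.78 for IL18R1, -2.40 and -2.56 for LRRC45, and -1.41 and -1.84 for PGBD2. With the replicate number as a block, IL18R1 had an adjusted p of 0.0571. In limma-voom all 4 missed the threshold (adjusted p 0.371, 0.313, 0.144 and 0.132), with smaller log2 fold changes of -1.91, -1.52, -1.65 and -1.26. In DESeq2 PGBD2 missed it (0.0732) while its log2 fold change stayed at -1.62. The other 3 got no p there because a library passed its outlier limit.

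**Figure D3:**
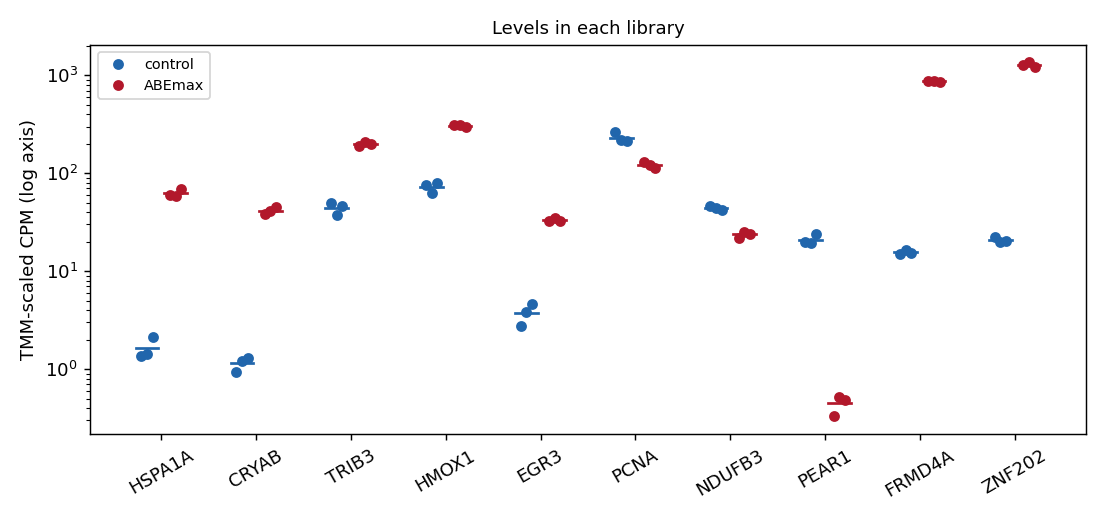
Levels of 10 named genes in each library, in CPM scaled by TMM on a log axis, with a point per library (3 control in blue, 3 ABEmax in red) and a bar at the group mean. HSPA1A means are 1.65 and 62.8 CPM and PEAR1 means 20.96 and 0.445 CPM in control and ABEmax.

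Control replicate 3 stood apart from the other libraries. The first principal component, with 65.57% of the variance, parted the groups, and the second, with 19.16%, parted this library from the rest. In it, 309 genes were at least 4-fold above every other library with at least 20 counts, against at most 5 such genes in any other library. NEFM, a neurofilament gene, had 164148 counts in it and between 1280 and 1671 in each other library. Its log2 fold change of -5.07 (edgeR adjusted p 0.0492) became 0.67 without this library (adjusted p 0.0157) and -1.19 with the replicate block (adjusted p 0.484); it also missed the threshold in limma-voom (0.420), with DESeq2 size factors in edgeR (0.0509) and without each ABEmax library (0.156, 0.168 and 0.129). NEFM was the only lower member of the list of HEK293 neuroepithelial and renal genes, in which 6 of 15 rose, among them ENO2 by a log2 fold change of 1.34 ± 0.13 (SE). Summed hepatocyte markers were at 35.49 CPM in control replicate 3, 4.18 and 5.25 CPM in control replicates 1 and 2, and 19.33 to 22.38 CPM in ABEmax. Of 7 tested hepatocyte markers 1 rose, TTR, whose transcripts match the TadA sequence over 15 nt. Without control replicate 3, 2 rose and the list's median log2 fold change moved from -0.57 to 0.81. The list then passed camera upward (adjusted p 0.0479). With the replicate block 2 hepatocyte markers rose and 1 fell. Of 5 tested blood cell markers 2 rose and 1 fell, and CD74 rose by 6.05 ± 0.24. Of 9 tested fibroblast and endothelial markers 4 rose, and THY1 rose by 2.80 ± 0.44, or 3.64 without control replicate 3. Without replicate 3 of both groups, a choice made after seeing the data, 5989 genes passed, 3234 higher and 2755 lower, and 5 lists moved in camera, 4 of them among the 8. The unfolded protein response (adjusted p 0.0824), autophagy (0.1128), DNA repair (0.0824) and splicing (0.1269) were lost, and cholesterol synthesis was gained (0.0375).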

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

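The settings without construct-matching genes and without replicate 3 of both groups were chosen after seeing the data. Counts of changed genes stayed within 1.5 times of 6143, except 3438 at an adjusted p of 0.01, where fewer pass by construction; the lower ones went from 2861 to 1838 without ABEmax replicate 2. Leaving out one library gave 4584 to 6116 changed genes, 947 to 1461 changed at least 2-fold and 7 to 8 lists. The replicate block gave 7558 changed genes, 1236 changed at least 2-fold and 8 lists; among named results it ended the calls of IL18R1 and NEFM and changed no other call. The number of lists moved was 0 with an estimated correlation, 12 with fry and 5 without replicate 3 of both groups; the cause was not tested. DESeq2 gave 5748 changed genes and limma-voom 6234; DESeq2 ended the call of PGBD2 and gave no p for PLA2G7, IL18R1, LRRC45 and NEFM, its size factors ended that of NEFM, and limma-voom those of PLA2G7, IL18R1, LRRC45, PGBD2 and NEFM. NEFM turned from -5.07 to 0.6682 without control replicate 3 and to 0.4212 without replicate 3 of both groups, and ran from -5.6471 to 0.6682 over the libraries left out. The other reversals were in results that passed neither before nor after them. With total counts alone, ADAR went to -0.0049 and ribosomal proteins to an adjusted p of 0.6696 downward. ADARB1 ran from -0.2073 to 0.1277 over the libraries left out, with 0.1277 without control replicate 3, and went to 0.1492 without replicate 3 of both groups. Without replicate 3 of both groups, G1/S genes (0.7672) and histones (0.8575) turned upward. Glycolysis turned upward with fry (0.927), and hepatocyte markers downward with no filter (0.924). For the lists that reversed with some library left out, adjusted p over the 6 such settings ran from 0.1254 to 0.8216 for cytosolic ribosomal proteins, 0.3784 to 0.9571 for G1/S cell cycle genes, 0.6976 to 0.9497 for glycolysis and hypoxia, 0.2708 to 0.9497 for interferon and antiviral response, 0.7177 to 0.961 for blood and immune cells, 0.04787 to 0.963 for hepatocyte and HepG2 markers (the lowest, upward, without control replicate 3), 0.6155 to 0.9497 for p53 targets and 0.2708 to 0.9497 for replication-dependent histones. The cause of these reversals was not tested.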

Other observations

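The tests of explanations in this part were all chosen after the results they address had been seen, apart from the counts over other splits of the samples.

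Beyond the genes chosen by rule, RAI1, NRP2, DNAJB1, BAG3 and DDIT3 were picked after their values were seen. RAI1 rose from 25.1 ± 2.83 to 1713 ± 188 CPM (SD, n = 3 each), and NRP2 from 12.6 ± 1.62 to 1312 ± 173 CPM. Transcripts of RAI1 and NRP2 share exact matches of 19 and 17 nt with the TadA coding sequence, so these counts may include reads of the editor. DNAJB1, a co-chaperone, rose from 271 ± 27.9 to 2219 ± 135 CPM. BAG3, another co-chaperone, rose by a log2 fold change of 2.68 ± 0.12 (SE), and DDIT3, which encodes CHOP, by 1.10 ± 0.07.

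The genes raised at least 8-fold may in part have gained reads of the transfected editor through short shared sequence. With a minimum match of 16 nt to the TadA sequence, 20 of 105 matching genes rose at least 8-fold, against at most 9 with any of 100 codon-shuffled sequences; at minima of 14, 15, 17 and 18 nt the counts were 54, 39, 11 and 7, against at most 28, 16, 5 and 3. EGFP, which both groups carry, gave 0 of 66 matching genes at 16 nt. Of genes with a TadA match of 16 nt or more, 12 of 60 sense and 8 of 45 antisense ones rose at least 8-fold. Most matching genes therefore did not rise that far on either strand. Against more background in silent genes, summed olfactory receptor CPM in ABEmax was 1.43 times that in control, where 8 would be needed. The ratio of receptor genes with a count was 0.917. The direction of that ratio rests on control replicate 3, with 223 such genes. The other controls had 129 and 116, and the ABEmax libraries 144, 116 and 169. The other 193 of 213 raised genes hold no match of 16 nt or more. Among them, 19 have a longest TadA match of 15 nt and 15 one of 14 nt. The counts at minima of 14 and 15 nt also exceeded every shuffled sequence, but they include the longer matches. For the 193, reads from other parts of the plasmid, looser, inexact matches and true induction by the deaminase stay open as untested.

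The rise of chaperone and ATF4 target genes did not come mainly from TadA or EGFP reads placed through matches of 16 nt or more: of 34 members raised at least 2-fold, 32 hold no such match, 27 none of 14 nt and 14 none of 12 nt, while reads from other parts of the plasmid and looser matches stay open as untested. It did not rest on replicate 3, since 53 of 55 members were higher without replicate 3 of both groups. A higher level of the transfected transcript in ABEmax remains a candidate explanation. In 4 abundant genes with an EGFP match of 16 nt or more (HTRA2, CCDC85C, BCL11B and BRD3) the median log2 fold change was 0.475. HTRA2 was at 0.52 and BCL11B at 0.21 (edgeR adjusted p 0.159). These 4 were picked without a stated rule from 66 tested genes with such a match, and BRD3 also matches TadA. Whether they hold any EGFP reads was not measured, so their shift does not show a higher level of the transfected transcript. How such a difference would act on the chaperone and ATF4 target genes is not known from these data. A response to the deaminase or to its activity on RNA stays open as untested, and the design cannot separate it from the amount or size of the expressed protein.

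Control replicate 3 does not look like an ABEmax library with the wrong label: on the first principal component it lay at 0.104, with the other controls at 0 and the ABEmax mean at 1. Genomic or intergenic background stays open: 223 of 378 olfactory receptor genes had a count in it, against 116 to 169 elsewhere, and its summed receptor CPM of 105.84 was above the 76.82 and 82.46 of the other controls but below the 122.12 to 129.42 of the ABEmax libraries. RNA of another cell type also stays open. Summed hepatocyte markers were 6.77 times the higher of the other controls, blood markers 3.16 times and fibroblast markers 1.19 times, and ALB reached 3.96 CPM where NEFM reached 6495 CPM. No biological explanation was tested, as the design gives none within a group.

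The 6 libraries make 10 splits into 3 and 3, too few for a share under 0.05. The real split gave 6143 changed genes, and the highest of the others gave 0, with 1 of 10 splits as large. For genes changed at least 2-fold the real split gave 1150 and the highest other 0, again 1 of 10. Every other split mixes ABEmax and control libraries on each side, which puts the group difference into the spread within sides. Few calls follow from that in advance, so the counts of 0 do not measure false calls. For gene lists the real split gave 8 by camera with the preset correlation, while 8 of 10 splits gave as many and the highest gave 13. The 3 other splits that also part all 3 replicate pairs gave 7, 5 and 10 lists. The number of lists past this test thus does not set the real split apart. The mixing is uneven, however, so part of the group difference stays in every other split and can move lists there. These counts therefore cannot tell whether the lists called in the real split are false calls.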
